# The neurodevelopmental disorder risk gene *DYRK1A* is required for ciliogenesis and control of brain size in *Xenopus* embryos

**DOI:** 10.1242/dev.189290

**Published:** 2020-06-22

**Authors:** Helen Rankin Willsey, Yuxiao Xu, Amanda Everitt, Jeanselle Dea, Cameron R. T. Exner, A. Jeremy Willsey, Matthew W. State, Richard M. Harland

**Keywords:** DYRK1A, Ciliogenesis, Autism, Down Syndrome, Microtubules, Spindle

## Abstract

*DYRK1A* [dual specificity tyrosine-(Y)-phosphorylation-regulated kinase 1 A] is a high-confidence autism risk gene that encodes a conserved kinase. In addition to autism, individuals with putative loss-of-function variants in *DYRK1A* exhibit microcephaly, intellectual disability, developmental delay and/or congenital anomalies of the kidney and urinary tract. *DYRK1A* is also located within the critical region for Down syndrome; therefore, understanding the role of *DYRK1A* in brain development is crucial for understanding the pathobiology of multiple developmental disorders. To characterize the function of this gene, we used the diploid frog *Xenopus tropicalis*. We discover that Dyrk1a is expressed in ciliated tissues, localizes to ciliary axonemes and basal bodies, and is required for ciliogenesis. We also demonstrate that Dyrk1a localizes to mitotic spindles and that its inhibition leads to decreased forebrain size, abnormal cell cycle progression and cell death during brain development. These findings provide hypotheses about potential mechanisms of pathobiology and underscore the utility of *X. tropicalis* as a model system for understanding neurodevelopmental disorders.

## INTRODUCTION

*DYRK1A* [dual specificity tyrosine-(Y)-phosphorylation-regulated kinase 1 A] encodes a highly conserved serine-threonine protein kinase expressed during human embryonic brain development (van Bon et al., 2016). Large-scale human genetics efforts have rigorously associated *DYRK1A* mutations with numerous developmental disorders (van Bon et al., 2015; Feki and Hibaoui, 2018). Specifically, *DYRK1A* is a high-confidence risk gene for autism spectrum disorders (ASDs) (Satterstrom et al., 2020; Iossifov et al., 2012). More recently, *DYRK1A* haploinsufficiency has been proposed to cause a distinct syndrome, characterized by ASD along with microcephaly, intellectual disability, developmental delay, and/or congenital anomalies of the kidney and urinary tract (van Bon et al., 2016; Earl et al., 2017; Ji et al., 2015; Blackburn et al., 2019). *DYRK1A* is located within the Down syndrome critical region on chromosome 21, and increased doses of *DYRK1A* have been implicated in Down syndrome pathobiology (Arron et al., 2006). Accordingly, DYRK1A kinase inhibitors are currently being explored for their therapeutic potential (Neumann et al., 2018; Feki and Hibaoui, 2018; Duchon and Herault, 2016).

The function of *DYRK1A* in brain development has been studied in a wide range of model systems. The microcephaly observed in humans with *DYRK1A* haploinsufficiency is recapitulated in both *Drosophila* and mouse heterozygous mutant animals (Fotaki et al., 2002; Tejedor et al., 1995). Mice with *Dyrk1a* heterozygous mutations also display motor deficits, developmental delay and altered behavior (Fotaki et al., 2002; Dierssen and de Lagrán, 2006; Arqué et al., 2009). At the cellular level, there is evidence that *DYRK1A* is required for cell cycle control, differentiation and dendritic spine development (Shaikh et al., 2016; Ori-McKenney et al., 2016; Dang et al., 2018). Molecularly, DYRK1A has been shown to phosphorylate a wide range of target proteins, including mRNA splicing factors (de Graaf et al., 2006; Shi et al., 2008), transcription factors (Fernandez-Martinez et al., 2009; Ehe et al., 2017; Mao et al., 2002), cyclins (Smith and Calegari, 2015; Soppa et al., 2014; Najas et al., 2015; Chen et al., 2013), and β-tubulin (Ori-McKenney et al., 2016). However, it is unknown which of these functions are central to the role of DYRK1A in brain development and which underlie pathobiology of related conditions.

Here we characterize the expression, localization and function of Dyrk1a in *Xenopus tropicalis* embryos to better understand its role in development. We uncover a novel localization of Dyrk1a to ciliary components and a corresponding novel requirement for Dyrk1a in ciliogenesis. Furthermore, we describe a novel localization of Dyrk1a to mitotic spindles, and demonstrate that inhibition alters cell cycle progression and cell survival in the developing brain. These observations suggest underlying deficits in microtubule dynamics, for which Dyrk1a has a known role (Ori-McKenney et al., 2016). Finally, we observe a marked reduction in forebrain size following *dyrk1a* loss of function, a phenotype consistent with human *DYRK1A* haploinsufficiency and deficits in cell cycle progression.

## RESULTS AND DISCUSSION

### Expression and localization of Dyrk1a during *X. tropicalis* development

By whole-mount RNA *in situ* hybridization, we detected *dyrk1a* mRNA throughout *X. tropicalis* embryonic development, spanning gastrulation (Fig. 1A), neurulation (Fig. 1B) and organogenesis (Fig. 1C-F). Expression is strong in neural and ciliated tissues, including the embryonic epidermis (Fig. 1B), the developing brain and eye, the otic vesicle, and the pronephros (Fig. 1C-E; Blackburn et al., 2019). It is also expressed in the pharyngeal arches and developing heart (Fig. 1C,D). During neurogenesis, it is highly expressed in the proliferative cells lining the brain ventricles (Fig. 1E). Later, it is expressed throughout the tadpole brain, in the telencephalon (tel), diencephalon (di), mesencephalon (mes) and rhombencephalon (rhomb) (Fig. 1F). 

**Fig. 1.**
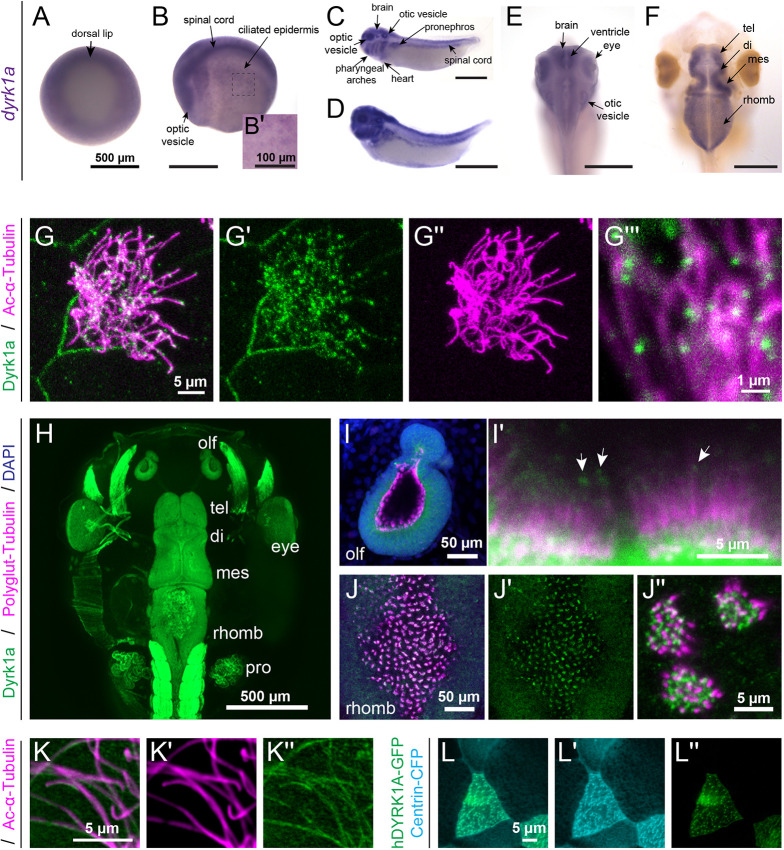
**Expression and localization of Dyrk1a during *X. tropicalis* development.** (A-F) RNA *in situ* hybridization in *X. tropicalis*. (A-B′) *dyrk1a* is expressed during gastrulation (stage 10.5, A) and at stage 20 (B) in the brain, spinal cord, optic vesicles and ciliated epidermis (B′). (C,D) At stages 32 (C) and 35 (D), *dyrk1a* is expressed in the brain, spinal cord, otic vesicles, optic vesicles, pharyngeal arches, heart, epidermis and pronephros. (E,F) At stages 40 (E) and 46 (F), *dyrk1a* is expressed in the brain, especially along ventricles [telencephalon (tel), diencephalon (di), mesencephalon (mes) and rhombencephalon (rhomb)]. Scale bars: 500 µm; 100 µm in B′. (G-G‴) Embryonic epidermis antibody staining for Dyrk1a protein (green) shows puncta along ciliary axonemes labeled for acetylated α-Tubulin (Ac-α-Tubulin, magenta). See Fig. S1 for antibody validation. (H) Dorsal view of whole-mount antibody staining showing Dyrk1a (green) throughout the nervous system and in the pronephros (pro). (I-J″) Dyrk1a (green) is on cilia marked by polyglutamylated-Tubulin (polyglut-Tubulin, magenta) in the olfactory epithelium (olf, I,I′) and in the rhombencephalon (J-J″). White arrows (I′) indicate the puncta of Dyrk1a (green) on cilia. There is also strong membrane staining. (K-K″) Human GFP-tagged DYRK1A (hDYRK1A-GFP, green) localizes in puncta along ciliary axonemes labeled for acetylated α-Tubulin (magenta). (L-L″) hDYRK1A-GFP (green) colocalizes with Centrin-CFP (cyan) at basal bodies.

By antibody staining of tailbud stages, we detected endogenous *Xenopus* Dyrk1a protein in puncta along ciliary axonemes, labeled by acetylated α-Tubulin (Fig. 1G). This staining is lost following *dyrk1a* depletion by morpholino oligonucleotides (MO) or by CRISPR/Cas9-mediated mutagenesis (Fig. S1). In tadpole stages, Dyrk1a antibody staining shows specific labeling throughout the brain (Fig. 1H), and especially in ciliated cells such as the olfactory epithelium (olf, Fig. 1I) and the roof of the fourth ventricle in the rhombencephalon (rhomb, Fig. 1J). We confirmed ciliary localization with a GFP-tagged human DYRK1A (hDYRK1A-GFP) expressed in the *Xenopus* embryonic epidermis. Human DYRK1A also localized in puncta along ciliary axonemes (Fig. 1K) and at ciliary basal bodies labeled with Centrin-CFP (Fig. 1L). These results demonstrate that Dyrk1a is expressed in neural and ciliated tissues during embryonic development and localizes to ciliary axonemes.

### *dyrk1a* is required for ciliogenesis and telencephalon size

To investigate the function of Dyrk1a, we disrupted endogenous expression with either MO knockdown or CRISPR/Cas9 mutagenesis. This *dyrk1a* translation-blocking MO has previously been validated in *Xenopus* kidney development (Blackburn et al., 2019). We confirmed that the single guide RNA (sgRNA) targeting *dyrk1a* was efficient by Sanger sequencing and sequence deconvolution (mean efficiency 71%, standard deviation 18%; Fig. S2). In both cases, these loss of function strategies abolished Dyrk1a antibody staining in the ciliated epidermis in tailbud stages (Fig. S1). Therefore, we assayed whether ciliogenesis was disrupted following loss of *dyrk1a* by either strategy. In both cases, we observed that depletion of Dyrk1a during embryonic development leads to ciliogenesis defects (Fig. 2A-D, Fig. S3). 

**Fig. 2.**
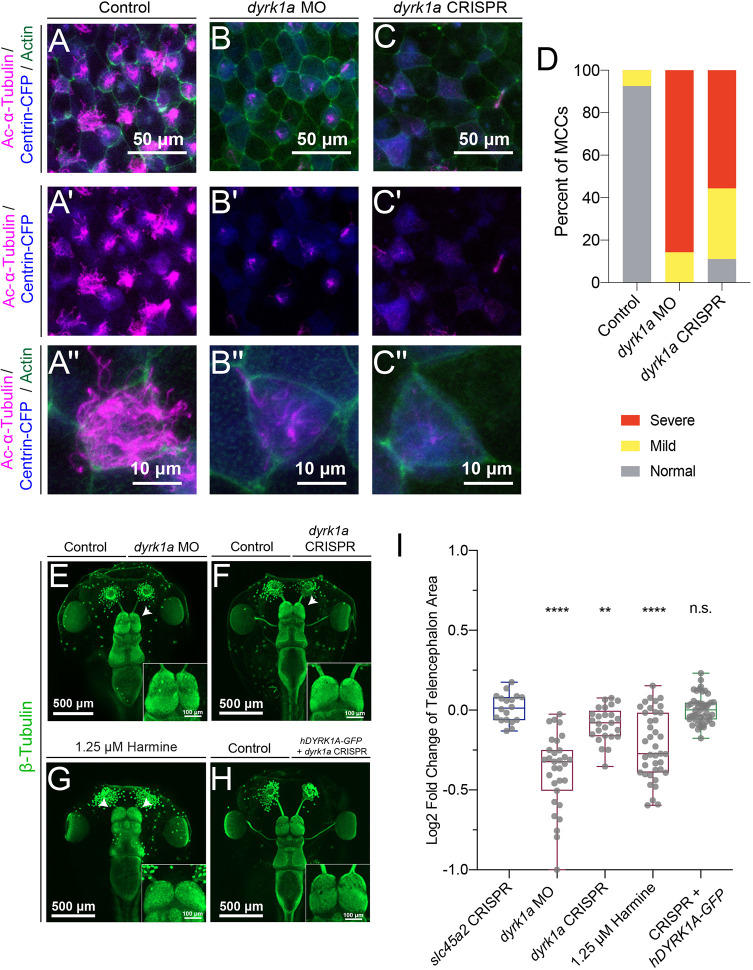
***dyrk1a* is required for ciliogenesis and brain size.** (A-C″) Stage 35 *X. tropicalis* embryonic epidermis stained for acetylated α-Tubulin (cilia, magenta), phalloidin (actin, green) and expressing Centrin-CFP (basal bodies, blue). Injection of *dyrk1a* morpholino (MO) (B-B″) or CRISPR/Cas9 reagents (C-C″) causes a loss in cilia (magenta) compared with the injected control (A-A″). See also Figs S2, S3. (D) Quantification of ciliogenesis phenotype (severe, mild and normal) in multiciliated cells (MCCs) by condition. *n*>35 for each condition. (E-H) Dorsal view of β-Tubulin antibody staining (green) of *X. tropicalis* tadpoles, injected (right side) with *dyrk1a* morpholino (MO) (E) or *dyrk1a* CRISPR (F), or co-injected with *dyrk1a* CRISPR and human GFP-tagged DYRK1A (hDYRK1A-GFP) (H). (G) Dyrk1a kinase inhibitor harmine-treated embryos are affected bilaterally (1.25 µM). Telencephalon regions are shown in insets. White arrowheads indicate telencephalon size phenotypes. (I) Quantification of log2 fold change of telencephalon size normalized to control. Whiskers indicate maximum and minimum values, boxes show the interquartile range and the line is the median. Every point is the value for one animal. *P*-values were calculated using non-parametric Mann–Whitney rank sum tests in comparison with the negative control CRISPR targeting pigmentation gene *slc45a2*. *P*<0.0001 for harmine in comparison with paired DMSO treatment. **P<0.01; ****P<0.0001; n.s., not significant (*P*>0.05).

Because individuals with *DYRK1A* haploinsufficiency have microcephaly, we next assayed the gross brain anatomy of *dyrk1a* loss-of-function animals at the tadpole stages by labeling neurons with β-Tubulin antibody staining. We injected MO or CRISPR/Cas9 components into one cell at the two-cell stage, generating unilateral loss of *dyrk1a* function, where the uninjected half serves as a contralateral control (Willsey et al., 2018b; DeLay et al., 2018; Lasser et al., 2019). Loss of *dyrk1a* function by either method led to a reduction in telencephalon size without a dramatic alteration in gross regional anatomy (Fig. 2E-F,I, both *P*<0.05 by Mann–Whitney rank sum test compared with the negative control pigmentation gene *slc45a2*). In both this assay and in the ciliogenesis assay, the MO injection produced a stronger effect than the CRISPR injection, potentially because of the presence of maternal *dyrk1a* mRNA (Owens et al., 2016) that will only be targeted by the MO. We were able to rescue the reduction in telencephalon size following CRISPR injection by co-injection of *hDYRK1A-GFP* (Fig. 2H-I), suggesting conservation of function. Finally, we validated this loss-of-function phenotype by inhibition of Dyrk1a kinase activity using the validated pharmacological inhibitor harmine (Göckler et al., 2009) (Fig. 2G, *P*<0.05). Together, these results demonstrate that *dyrk1a* is required for ciliogenesis and regulation of telencephalon size control during *Xenopus* embryonic development.

### RNA-sequencing implicates cell cycle control in *dyrk1a* brain phenotype

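Stage 46 *Xenopus tropicalis* tadpoles, in which all major divisions of the brain have formed, gave RNA for 3 *dyrk1a* CRISPR libraries and 3 uninjected control libraries. Each library holds the RNA of 3 dissected brains, so a replicate is an independent pool of animals. *dyrk1a* encodes a protein kinase, and the CRISPR tadpoles had been injected on both sides. By the methods of the paper, the pooled CRISPR brains were the most mutagenized ones, chosen by genotyping the carcasses. Libraries were polyA-selected, unstranded and prepared from low input, and they were processed together and spread across a lane. The authors aligned the read pairs to the XenBase genome v9.1 with STAR v2.7.3, and deposited raw counts per gene and per exon bin and log2-transformed cpm (counts scaled to a common library size).
Gene counts summed to 28100633, 22404838 and 21564980 in *dyrk1a* CRISPR replicates 1, 2 and 3. In control replicates 1, 2 and 3 they summed to 35071943, 23947611 and 9603583, so the third control library was the shallowest. The most abundant transcript was *cirbp*, which encodes a cold-inducible RNA-binding protein, at 7635 ± 522 cpm (SD, n = 3 libraries) in CRISPR brains and 7419 ± 41.6 cpm (SD, n = 3) in control brains. The other genes of highest cpm were the tubulins *tuba1a* and *tubb*, the chromatin-associated gene *ptma*, and *hmgn1* in CRISPR brains or the calmodulin gene *calm2* in control brains. The raw counts were tested here with the quasi-likelihood F test of edgeR after TMM normalization. Genes with more than 1 cpm in at least 3 libraries were tested, which kept 15076 of 34229 gene models and 99.8% of the counts of each library. Every pair of libraries of a group differed by more than the sampling noise, by a chi-square of at least 7.16 per degree of freedom. With 3 libraries against 3, a permutation test of a single value cannot give a two-sided exact p under 0.1.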

To understand how *dyrk1a* loss of function leads to a smaller telencephalon, we sequenced RNA from dissected brains from control and *dyrk1a* CRISPR-injected animals at stage 46 (Fig. 3). After sequencing, we first confirmed that CRISPR/Cas9 mutagenesis resulted in mRNA disruption by analyzing sequence reads surrounding the protospacer adjacent motif (PAM) site within the target exon of *dyrk1a*. We observed a depletion of sequencing depth in all three injected replicates but not in control replicates (Fig. 3A), suggesting efficient targeting. 

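Transcripts of *dyrk1a* (gene33996) were at 15.01 ± 1.80 cpm (SD, n = 3) in *dyrk1a* CRISPR brains and at 15.7 ± 5.37 cpm (SD, n = 3) in control brains. The log2 fold change was -0.07 (standard error 0.24, adjusted p = 0.936 from edgeR). By library, *dyrk1a* was at 16.8, 13.2 and 15.04 cpm in CRISPR replicates 1, 2 and 3 and at 21.4, 10.8 and 14.8 cpm in control replicates 1, 2 and 3. A separate gene model named *dyrk1a.2* (gene32286), which may share reads with *dyrk1a*, was at 28.6 ± 3.71 cpm in CRISPR brains and 28.1 ± 1.31 cpm in control brains (SD, n = 3 each). Its log2 fold change was 0.02 (standard error 0.14, adjusted p = 0.963 from edgeR). Small insertions and deletions alter the sequence of a transcript and need not alter its count, so these values do not measure mutagenesis.
The exon counts divide *dyrk1a* into 15 bins, which held 966, 564 and 607 counts in the CRISPR libraries and 1450, 533 and 287 counts in the control libraries. Bin 8 took 6.76% ± 0.592 of the *dyrk1a* bin counts in CRISPR brains and 9.28% ± 2.18 in control brains (SD, n = 3 each; two-sided exact permutation test, p = 0.2). Bin 1 took 14.9% ± 2.31 in CRISPR brains and 11.4% ± 0.760 in control brains, and bin 14 took 1.59% ± 0.317 and 0.850% ± 0.221. In these 2 of the 15 bins all CRISPR libraries lay above all control libraries (exact permutation test, p = 0.1), a separation that chance gives to 10% of bins. In 0 bins did all CRISPR libraries lie below all controls. Over all tested bins, edgeR's exon usage test gave fewer unadjusted p under 0.05 than chance gives. Its smallest unadjusted p over the 15 *dyrk1a* bins was 0.234, with 0 bins under 0.05. The DEXSeq model called 0 of them, as its filter left no *dyrk1a* bin with an adjusted p. For *dyrk1a.2*, 0 of 15 bins separated the groups, and the smallest unadjusted p was 0.302. A bin count sums reads over a whole exon or exon part and not base by base, and the bin that holds the sgRNA target was not located here because no genome sequence was used.

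**Figure D1:**
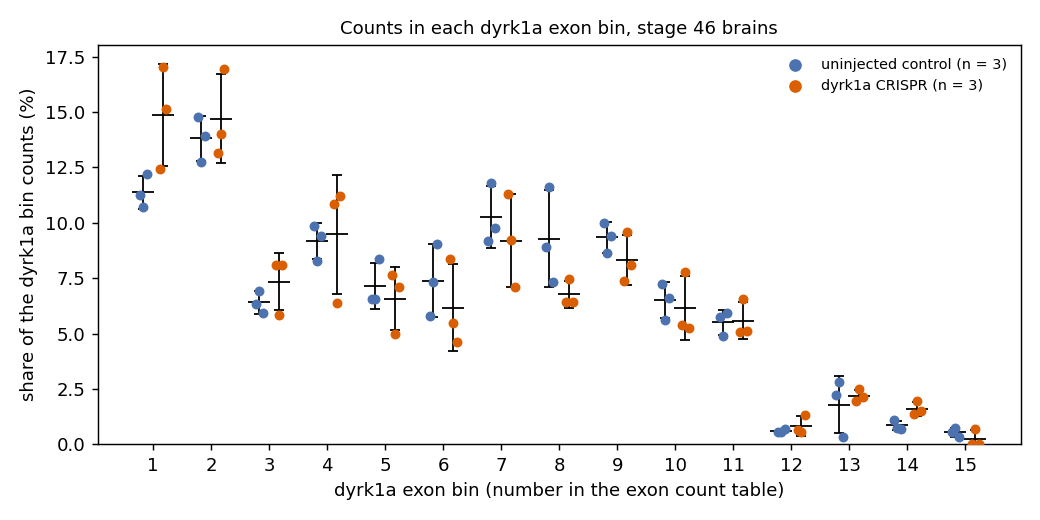
Share of the *dyrk1a* exon bin counts of each library (percent, vertical axis) that falls in each of the 15 bins (horizontal axis, numbered as in the exon counts). Points are libraries, and bars show the mean and SD of 3 libraries per group. In bins 1 and 14 the CRISPR points all lie above the control points, and in bin 8 the ranges of the groups overlap.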

Next, we identified 294 differentially expressed genes (Fig. 3B, Table S1), of which 172 were upregulated (orange points) and 122 were downregulated (blue points). 

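Transcripts of *cfd*, complement factor D, were 5.23-fold higher in *dyrk1a* CRISPR brains (46.5 ± 15.3 against 9.22 ± 3.81 cpm, SD, n = 3 each) with an adjusted p of 0.0639 from edgeR and 2.14e-12 from DESeq2. Those of *rbp4*, a retinol carrier, were 2.52-fold higher (740 ± 186 against 294 ± 64.5 cpm; adjusted p = 0.0696 from edgeR and 9.58e-08 from DESeq2). *npas4* and *fos*, transcription factor genes induced by neuronal activity, were 3.54-fold and 1.64-fold lower (adjusted p = 0.069 and 0.0639 from edgeR, 6.90e-11 and 3.38e-07 from DESeq2). *scn2b*, a sodium channel subunit, was 1.49-fold lower (adjusted p = 0.0696 from edgeR and 1.71e-05 from DESeq2). The muscle genes *mylpf*, *myl1*, *tnnt3*, *tnni2* and *ocm4.4* had log2 fold changes from -2.73 to -1.92, and their levels in CRISPR brains lay between 1.10 and 2.78 cpm. Without control replicate 2 these fold changes ran from -2.14 for *mylpf* and -1.65 for *tnni2* to -1.58 for *myl1*, -1.53 for *tnnt3* and -1.24 for *ocm4.4*. *hoxc6*, a Hox gene of the trunk, was at 0.316 ± 0.128 cpm in CRISPR brains and 2.73 ± 1.23 cpm in control brains (SD, n = 3 each; adjusted p = 0.0931 from edgeR).
Of the 26 genes labelled in Fig. 3B, 16 were higher and 10 lower when adjusted over the list alone, and 1 was lower over all genes. Over the settings tried, the adjusted p of *rbp4*, *npas4*, *fos* and *scn2b* was lowest with DESeq2 and highest, at 0.261, with edgeR without control replicate 3. The study chose these 26 on the same libraries, so their directions are not independent evidence. With edgeR, 0 genes were higher and 1 lower of 15076 at an adjusted p under 0.05, while 1023 were higher and 926 lower at an unadjusted p under 0.05. DESeq2, the tool named in the methods of the paper, called 173 genes higher and 122 lower on the same counts.
The number of genes called lower by edgeR was 2 without CRISPR replicate 1, 3 without control replicate 1 and 0 without CRISPR replicate 3, control replicate 2 or control replicate 3. Fewer libraries also gave calls of named genes: *cfd* and *rbp4* without CRISPR replicate 2 (adjusted p = 0.0397 for each, 5 genes higher in all) and, among genes that were lower, *npas4* without CRISPR replicate 1 (adjusted p = 0.0228) and *fos* without control replicate 1 (adjusted p = 0.0474), where 2 genes were called higher, among them *apoe* (adjusted p = 0.0349). DESeq2 called 110 genes higher without CRISPR replicate 1, 90 higher and 72 lower without CRISPR replicate 3, 364 higher without control replicate 1, 87 higher and 40 lower without control replicate 2, and 106 higher and 42 lower without control replicate 3.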

Gene ontology enrichment analysis of the differentially expressed genes demonstrated strong enrichment in biological processes related to cell cycle control, DNA replication and microtubules (Fig. 3C, Table S2). 

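Of 56 tested genes for replication licensing, the replicative helicase, origins and forks, 44 had a positive log2 fold change in *dyrk1a* CRISPR brains, and the median was 0.26. When adjusted over the list alone, 11 were higher and 0 lower with edgeR. Over all genes 0 passed with edgeR, 15 were higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 10 higher. The helicase subunit genes *mcm6.2*, *mcm7* and *mcm2* had log2 fold changes of 0.93, 0.83 and 0.77 (standard errors 0.18, 0.17 and 0.17). The replication clamp gene *pcna* was at 38.0 ± 3.40 cpm in CRISPR brains and 31.3 ± 7.35 cpm in control brains (SD, n = 3 each; adjusted p = 0.53 from edgeR). Against all other genes, the list ranked higher by limma's camera test with a preset correlation (adjusted p = 1.01e-06), and the call is lost with adjusted p = 0.262 with an estimated correlation. The study picked 2 of the 56 genes for Fig. 3D, and without them 9 of 54 were higher when adjusted over the list alone.
Among the 263 genes with a symbol that DESeq2 called, the same list held 10 where 1.18 are expected from the 12509 tested genes with a symbol (one-sided Fisher's exact test, adjusted p = 1.33e-06 over 37 lists). Regulators of G2 and M phase held 16 called genes (0.82 expected, adjusted p = 4.19e-16), spindle, kinetochore and cytokinesis genes 12 (1.11 expected, adjusted p = 6.67e-09), and tubulins with microtubule-binding proteins 4 (0.904 expected, adjusted p = 0.0287), all by the same exact test. That test takes genes as independent, and limma's camera gave the G2 and M phase list adjusted p = 0.108 with an estimated correlation, the spindle list adjusted p = 0.0989 with an estimated correlation, and the tubulin list, whose median was 0.02, adjusted p = 0.218 with a preset correlation and adjusted p = 0.336 with an estimated correlation. A call lost in this way does not measure gene correlation alone, since camera then rests on 4 residual degrees of freedom. Limma's fry test also allows for correlation, but it asks whether the genes of a list change at all. It does not ask whether they change more than other genes, so it is no test of enrichment. Fry gave the G2 and M phase and spindle lists adjusted p = 0.0107 each. It gave the tubulin list adjusted p = 0.0384 and the replication list 0.065. These lists stand in for the gene ontology terms of Fig. 3C, whose annotation was not used here, and the enrichment test was added after the calls were seen. Lists outside the cell cycle also passed Fisher's exact test. Among them were skeletal muscle with 8 called genes (0.568 expected, adjusted p = 3.99e-07) and immediate early genes with 5 (0.547 expected, adjusted p = 0.000838). Camera gave these adjusted p = 0.224 and 0.305 with an estimated correlation. Microglial, epidermal, proneural and clock genes passed Fisher's exact test too. Genes that the study picked on the same libraries for Fig. 3B or Fig. 3D count in these tests. They were 8 of 39 G2 and M phase genes, 2 of 53 spindle genes, 5 of 27 muscle genes and 2 of 26 immediate early genes. Fisher's exact test was not rerun without them. The number of replication genes higher over the list alone was 5 without CRISPR replicate 2, 7 without control replicate 2 and 3 without control replicate 3.

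**Figure D2:**
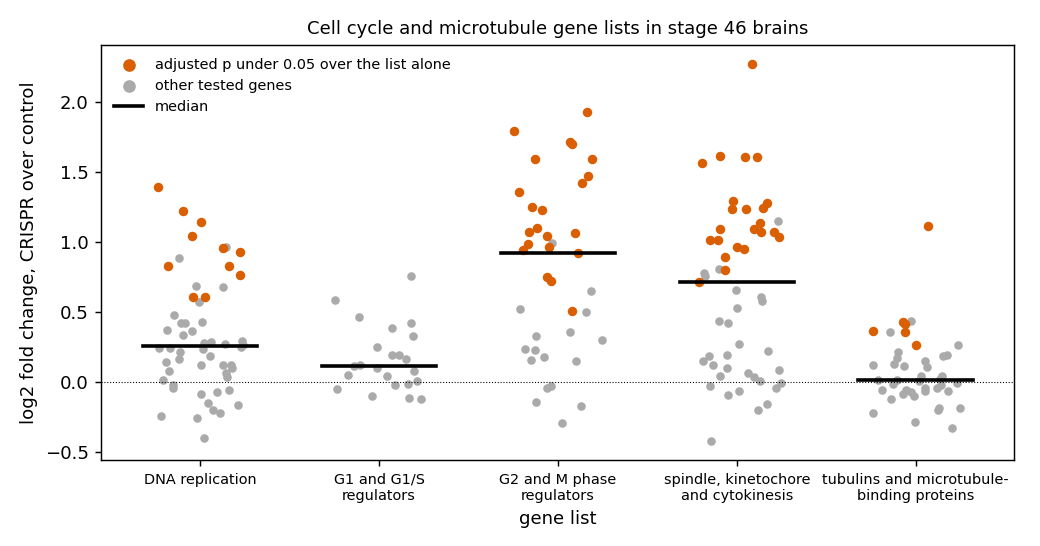
Log2 fold change of *dyrk1a* CRISPR over control brains (vertical axis) for each tested gene of 5 gene lists (horizontal axis), from 3 libraries per group. Each point is a gene, orange where its adjusted p from edgeR is under 0.05 over the list alone, and the black line is the median of the list. The medians run from 0.02 for tubulins and microtubule-binding proteins to 0.92 for regulators of G2 and M phase.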

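*cdk1*, the kinase that drives entry into mitosis, was at 18.1 ± 3.94 cpm (SD, n = 3) in *dyrk1a* CRISPR brains and at 5.65 ± 1.54 cpm (SD, n = 3) in control brains, a 3.25-fold difference. Its log2 fold change was 1.70 (standard error 0.24, adjusted p = 0.0696 from edgeR and 6.02e-08 from DESeq2). *aurkb* and *cdca8* encode subunits of the chromosomal passenger complex. *aurkb* was at 13.2 ± 1.09 against 5.54 ± 0.751 cpm, 2.38-fold higher (adjusted p = 0.0696 from edgeR and 9.95e-06 from DESeq2), and *cdca8* was 3.04-fold higher (adjusted p = 0.102 and 0.000698). *ccna2*, the S and G2 phase cyclin, was at 10.3 ± 2.27 against 3.77 ± 0.893 cpm, 2.77-fold higher (adjusted p = 0.0931 from edgeR and 8.62e-05 from DESeq2). The mitotic cyclin genes *ccnb1.2* and *ccnb2* were 3.02-fold and 3.47-fold higher. Among genes of S phase, *cdc45* and *mcm4*, which belong to the replicative helicase, were 2.62-fold and 2.21-fold higher, and *cdca7* was 2.68-fold higher.
Adjusted over the list alone, 9 of 9 genes listed in Fig. 3D were higher with edgeR, and DESeq2 called all 9 over all genes. The study selected these genes on the same libraries, so their direction is not independent evidence. Over all genes edgeR called 0 of the 9 at an adjusted p under 0.05, and its adjusted p ran from 0.0696 for *cdk1* to 0.19 for *cdc45*. Over 15 settings the adjusted p of *cdk1* ran from 6.02e-08 to 0.261 and that of *cdc45* from 0.0476 to 0.469.

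**Figure D3:**
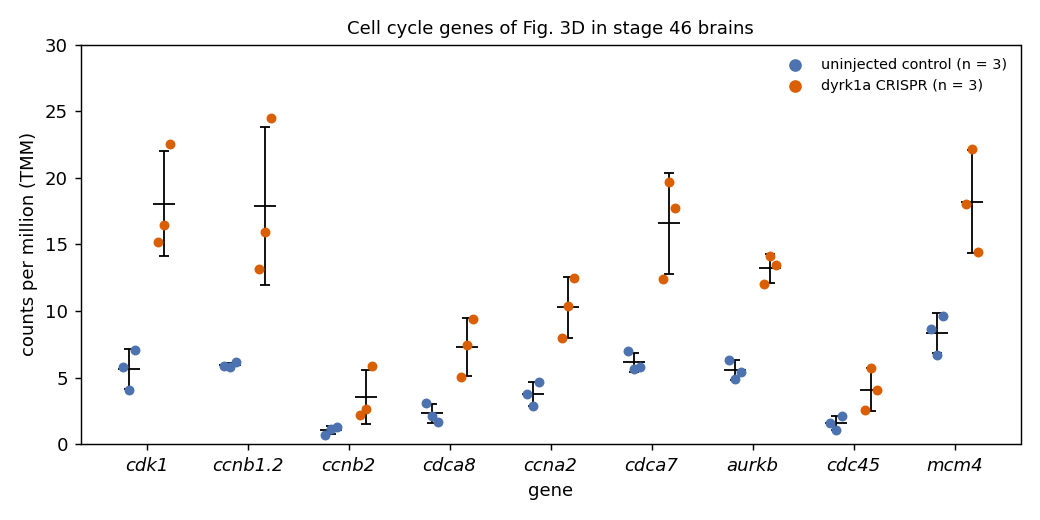
Level in cpm after TMM normalization (vertical axis) of the 9 cell cycle genes of Fig. 3D (horizontal axis). Points are libraries, and bars show the mean and SD of 3 *dyrk1a* CRISPR and 3 control libraries. For *cdk1* the CRISPR libraries lie at 15.2, 16.5 and 22.6 cpm and the control libraries at 5.82, 4.03 and 7.09 cpm.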

Strikingly, canonical cell cycle genes such as cyclin-dependent kinase 1, aurora kinase B, cyclin B1, cyclin B2 and cyclin A2 are all increased greater than twofold (Fig. 3D, Table S1). Therefore, we hypothesized that the small telencephalon phenotype may be due to disruption of cell cycle progression. 

**Fig. 3.**
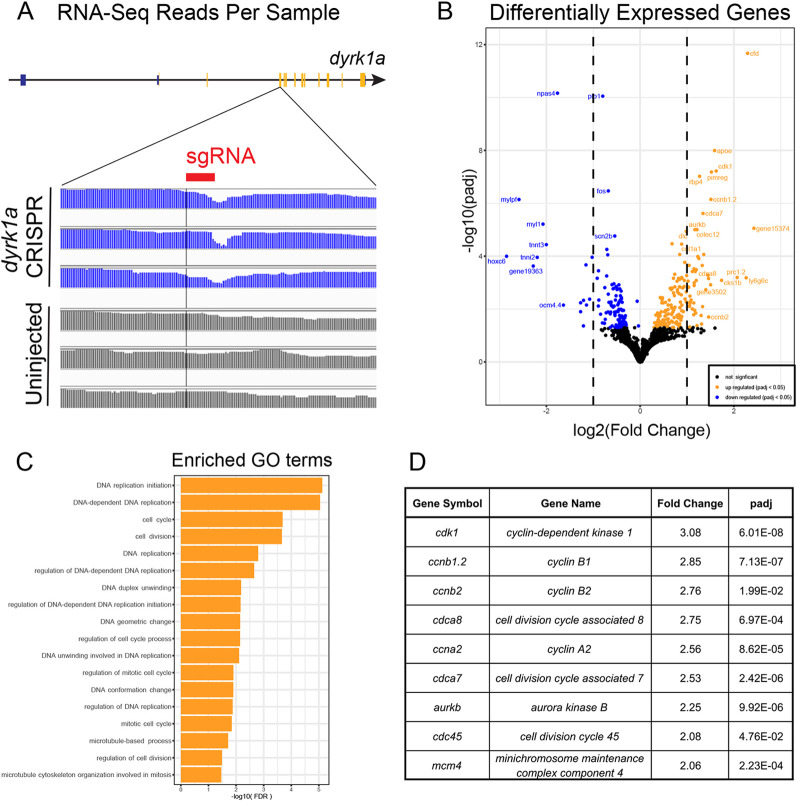
**RNA-sequencing implicates cell cycle control in the *dyrk1a* brain phenotype.** (A) RNA-sequencing reads of uninjected control and *dyrk1a* CRISPR samples. These were from dissected stage 46 brains. Sequencing reads (blue) are lost adjacent to the sgRNA target site (red) in the injected samples but not the uninjected samples within the targeted exon of *dyrk1a*. (B) Volcano plot of differentially expressed genes (DEGs) following *dyrk1a* mutation with fold change and adjusted *P*-value in log scales on the *x*- and *y*-axes. Upregulated (orange) and downregulated (blue) DEGs with *P*<0.05 are shown. (C) Enriched gene ontology (GO) terms of DEGs by false discovery rate (FDR). (D) A list of selected DEGs with high fold change and high significance related to cell cycle control.

It has previously been shown that loss of *dyrk1a* speeds the transition from gap 1 (G1) phase to synthesis (S) phase due to its role in regulating Cyclin D degradation (Chen et al., 2013; Najas et al., 2015; Soppa et al., 2014). However, our observations also suggest a novel role for Dyrk1a in regulating mitotic (M) phase. Specifically, we observed upregulation of cyclin B1 and cyclin B2, two genes known to reach maximum mRNA expression during the M phase of the cell cycle (Ito, 2000). 

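Cyclin B1 transcripts (*ccnb1.2*) were at 17.9 ± 5.92 cpm (SD, n = 3) in *dyrk1a* CRISPR brains and at 5.93 ± 0.183 cpm (SD, n = 3) in control brains. Their log2 fold change was 1.59 (standard error 0.24, adjusted p = 0.0696 from edgeR and 7.13e-07 from DESeq2). Cyclin B2 (*ccnb2*) was at 3.56 ± 2.02 against 1.05 ± 0.287 cpm, a log2 fold change of 1.79 (standard error 0.46, adjusted p = 0.158 from edgeR and 0.0199 from DESeq2). Of 39 regulators of G2 and M phase, 34 had a positive log2 fold change, and 22 were higher and 0 lower with edgeR when adjusted over the list alone. Over all genes edgeR called 0 of them, 23 were higher at an unadjusted p under 0.05, and DESeq2 called 16 higher. The camera adjusted p of this list was 1.81e-16, and its call is lost with adjusted p = 0.108 with an estimated correlation. The study had picked 8 of the 39 in Fig. 3B or Fig. 3D. The other 31 had a median log2 fold change of 0.52, and 14 of them were higher when adjusted over the list alone.
The D cyclins of G1 phase had log2 fold changes of -0.10 for *ccnd1* (standard error 0.31, adjusted p = 0.925 from edgeR) and -0.05 for *ccnd2* (standard error 0.30, adjusted p = 0.968). No tested gene model carried the symbol *ccnd3*. The paper cites a role of Dyrk1a in the degradation of Cyclin D, a matter of protein that these transcript levels do not measure. Of 23 regulators of G1 and of entry into S phase, edgeR called 0 over all genes and 0 over the list alone, DESeq2 called 0, and 2 were higher at an unadjusted p under 0.05. The kinase gene *cdk2* had a log2 fold change of 0.75 (standard error 0.25, adjusted p = 0.267 from edgeR), and the median of the list was 0.12. Its camera adjusted p was 0.0474, and 0.305 was the adjusted p with an estimated correlation. The call ended without CRISPR replicate 2 (adjusted p = 0.278 from limma's camera) and without control replicate 1 (0.0696), 2 (0.0545) or 3 (0.112). The paper proposes that Dyrk1a also acts in M phase, beside its known part in the step from G1 to S phase. It draws on the higher cyclin B transcripts and spindle-related gene ontology terms. Its other evidence is Dyrk1a protein near mitotic spindles and more M-phase cells after the inhibitor harmine.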

We also observed enrichment of microtubule-related processes, including gene ontology terms related to the mitotic spindle. These data, combined with the fact that Dyrk1a localizes to ciliary axonemes and is required for ciliogenesis, a process that requires dynamic microtubule remodeling, led us to hypothesize that Dyrk1a might impact M phase via a role in mitotic spindle dynamics. This idea is consistent with a previously described function for Dyrk1a in regulating microtubule dynamics in developing dendrites (Ori-McKenney et al., 2016). Therefore, we stained blastula stage embryos, which are highly mitotic, for endogenous Dyrk1a. 

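Of 53 tested genes of the mitotic spindle, the kinetochore and cytokinesis, 45 had a positive log2 fold change in *dyrk1a* CRISPR brains, and 23 were higher and 0 lower with edgeR when adjusted over the list alone. *prc1.2*, which bundles microtubules of the central spindle, was 4.84-fold higher, at 2.96 ± 0.567 against 0.588 ± 0.249 cpm (SD, n = 3 each; adjusted p = 0.0931 from edgeR and 0.000639 from DESeq2). *incenp*, the scaffold of the chromosomal passenger complex, was 2.45-fold higher (adjusted p = 0.0966 from edgeR), and the condensin gene *smc2* was 2.43-fold higher (adjusted p = 0.102). Over all genes edgeR called 0 of the 53, 27 were higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 12 higher. The median of the list was 0.72, with a camera adjusted p of 5.85e-13, a call that is lost with adjusted p = 0.0989 with an estimated correlation. The study had picked 2 of these genes, and 20 of the other 51 were higher when adjusted over the list alone. Without CRISPR replicate 2, 12 genes of the list were higher over the list alone.
Tubulins and microtubule-binding proteins as a whole had a median log2 fold change of 0.02 over 43 genes, and camera gave an adjusted p of 0.218. Among them 6 were higher and 0 lower with edgeR when adjusted over the list alone, and all 6 are tubulin genes. *tubb6* was 2.17-fold higher (13.5 ± 2.54 against 6.39 ± 1.90 cpm, SD, n = 3 each; adjusted p = 0.113 from edgeR and 0.00223 from DESeq2). The abundant genes *tubb4b*, *tubb2b* and *tuba1c* had log2 fold changes of 0.43, 0.42 and 0.36. Over all genes edgeR called 0 of the 43, 8 were higher and 2 lower at an unadjusted p under 0.05, and DESeq2 called 4 higher. The count over the list alone was 0 without CRISPR replicate 1, control replicate 1 or control replicate 2.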

Remarkably, we observed a clear and novel localization near mitotic spindles marked by α-Tubulin (Fig. 4A,B). Together, these findings suggest that *dyrk1a* is important for cell cycle progression, possibly by modulating microtubule dynamics and/or the mitotic spindle, and that loss may cause stalling during the M phase of the cell cycle. 

**Fig. 4.**
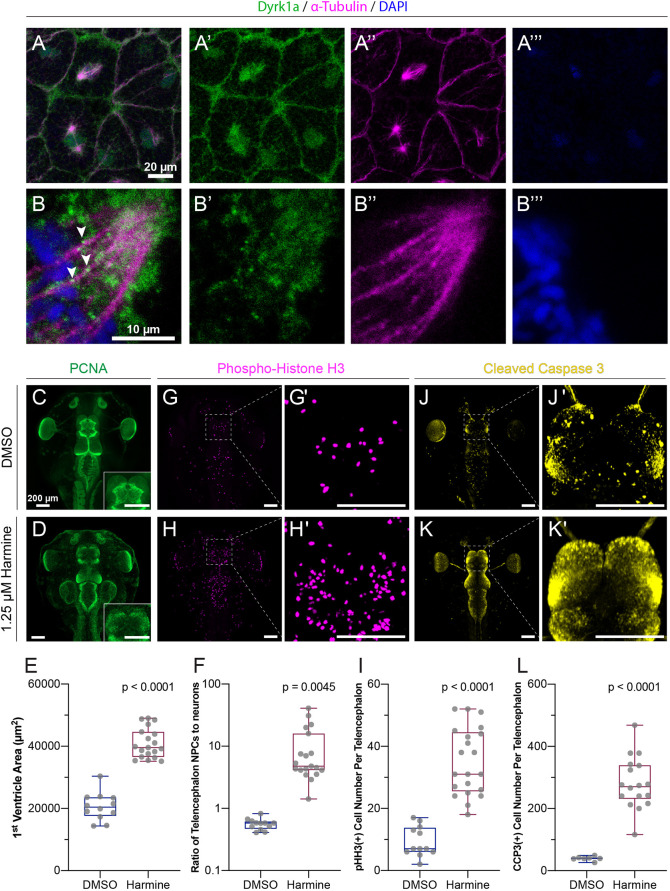
**Dyrk1a localizes to mitotic spindles and is required for cell cycle progression and survival.** (A-B‴) Stage 10 embryos stained for Dyrk1a (green), α-Tubulin (microtubules, magenta) and DAPI (DNA, blue). White arrowheads indicate Dyrk1a puncta near mitotic spindle. (C,D,G,H,G′,H′,J,J′,K,K′) Dorsal view of *X. tropicalis* tadpoles treated with DMSO (top row) or 1.25 µM Dyrk1a inhibitor harmine (bottom row). (C,D) Antibody staining for PCNA (proliferating cell nuclear antigen, S-phase marker, green). Telencephalon region is shown in the inset. (E) Quantification of first ventricle area using PCNA staining. (F) Quantification of the ratio of neural progenitor cells (NPCs, PCNA area) to the area of differentiated neurons in each telencephalon (log scale). (G,H) Antibody staining for pHH3 (phospho-histone H3, M-phase marker, magenta). (G′,H′) High-magnification views of telencephalon regions from G and H. (I) Quantification of pHH3-positive cell number per telencephalon. See also Fig. S4. (J,K) Antibody staining for CCP3 (cleaved caspase 3, cell death marker, yellow). (J′,K′) High-magnification view of telencephalon from J and K. (L) Quantification of CCP3-positive cell number per telencephalon. Scale bars: 200 µm. Whiskers are maximum and minimum values, boxes show the interquartile range and the line is the median. Every point is the value for one animal. *P*-values were calculated using non-parametric Mann–Whitney rank sum tests.

### Dyrk1a is required for cell cycle progression and survival

Next, we used the validated Dyrk1a kinase inhibitor harmine to determine whether cell cycle progression is indeed affected following loss of Dyrk1a function. This perturbation also results in the small telencephalon phenotype seen with the genetic inhibitors (Fig. 2G,I), but has the advantage of enhanced temporal control, and, thus, the ability to bypass early embryonic roles of Dyrk1a. Consistent with the RNA-seq data and the known role of Dyrk1a in regulating Cyclin D, we observed an increase in the number of cells expressing the S-phase marker PCNA (proliferating cell nuclear antigen) in the developing brain (Fig. 4C-E, *P*<0.0001 by Mann–Whitney rank sum test) as well as a relative increase in these cells compared with the rest of the telencephalon (Fig. 4F, *P*=0.0045). Dyrk1a inhibition also caused an increase in cells labeled by phospho-histone H3 (pHH3), a marker for M phase (Fig. 4G-I, *P*<0.0001, Fig. S4C,D), suggesting that more cells are in M phase. We also observed an increase in cleaved caspase 3 (CCP3) staining following Dyrk1a inhibition (Fig. 4J-L, *P*<0.0001), or following MO or CRISPR injection (Fig. S4A,B). These results generate hypotheses about the apparent paradox between a smaller brain (Fig. 2) and an increase in markers of proliferation (Fig. 3). It is possible that stalling in M phase, perhaps through disruption of the mitotic spindle, could increase the number of apparently proliferative cells, yet lead to a decrease in forebrain size, especially if stalling induces apoptosis. Alternatively, rapid progression into S phase could underlie the increase in M phase cells and cell death. Regardless, these data point to a clear role for Dyrk1a in cell cycle progression and survival during *Xenopus* neurogenesis.

In summary, this work reveals a novel role for Dyrk1a in embryonic ciliogenesis and a putative novel role at mitotic spindles during mitosis. Both processes require dynamic microtubule remodeling, and Dyrk1a has been shown to directly regulate microtubule dynamics during dendrite development (Ori-McKenney et al., 2016). Therefore, we hypothesize that the ciliogenesis and cell cycle phenotypes observed following loss of Dyrk1a both arise from an underlying deficit in microtubule dynamics. Future work should directly explore the role of Dyrk1a in mitotic spindle function. It should also determine whether cells are stalled in M phase rather than transitioning quickly from G1 to S, thereby resulting in an increase in the number of M-phase cells. It is also important to understand the mechanism underlying cell death, as well as its relative contribution to the observed small forebrain phenotype, compared with cell cycle progression defects. Furthermore, the observed defects in ciliogenesis suggest that potential disruptions of basal bodies and primary cilia should be investigated, as well as concomitant changes in patterning.

Overall, these findings provide insight into the pathobiology underlying *DYRK1A* haploinsufficiency. The identification of conserved phenotypes (microcephaly) between human *DYRK1A* haploinsufficiency and *Xenopus dyrk1a* loss of function reinforces the utility of this model organism for studying developmental disorder risk genes being identified by large-scale genetics efforts (Willsey et al., 2018a; Satterstrom et al., 2020), and informs current studies testing DYRK1A kinase inhibitors as potential therapeutic agents for Down syndrome and Alzheimer's disease (Branca et al., 2017; Stotani et al., 2016; Feki and Hibaoui, 2018; Duchon and Herault, 2016; Neumann et al., 2018), as it predicts side effects in ciliated and proliferative tissues. This work also suggests that the congenital kidney and urogenital tract abnormalities in individuals with *DYRK1A* haploinsufficiency may be due to underlying ciliogenesis defects and that these patients should be carefully evaluated for other cilia-related disorders, such as congenital heart disease, hydrocephalus and retinal degeneration.

## MATERIALS AND METHODS

### *Xenopus* husbandry

*Xenopus tropicalis* adult animals were maintained and cared for according to established IACUC protocols. Animals were wild type and both sexes were used. Animals were ovulated using human chorionic gonadotropin (Sigma) according to Sive et al. (2000), and both *in vitro* fertilizations and natural matings were used. Embryos were staged according to Nieuwkoop and Faber (1958).

### Whole-mount RNA *in situ* hybridization

*X. tropicalis dyrk1a* cDNA IMAGE clone 7687837 (Morin et al., 2006) and digoxygenin-11-UTP were used to synthesize antisense probe according to standard protocol using SalI restriction enzyme and T7 polymerase (Sive et al., 2007). Embryos were fixed and stained according to a standard protocol (Harland, 1991), with the omission of the proteinase K step when assaying expression in the multiciliated cells on the epidermis.

### Plasmids and cloning

Full-length human *DYRK1A* cDNA (transcript NM_001396) was obtained from the Harvard Plasmid repository (HsCD00082867) and cloned into pDONR221. LR cloning reactions added a N-terminal GFP using destination vector *pCS-EGFP*, a kind gift from John Wallingford (University of Texas at Austin, USA) (Tu et al., 2018). Sanger sequencing verified the sequences (ElimBio). *Centrin-CFP* was a kind gift from Peter Walentek (University of Freiburg, Germany) (Walentek et al., 2016; Antoniades et al., 2014; Park et al., 2008).

### Embryonic injections

Embryos were injected with 2 nl per blastomere into one cell at the two-cell stage using a Narishige micromanipulator and a Parker Picospritzer III. Plasmid (*hDYRK1A-GFP*) was injected at 40 pg per embryo and mRNA (*Centrin-CFP*) was injected at 500 pg per embryo. Morpholino was injected at 2 ng per embryo; sgRNA was injected at 800 pg per embryo; and Cas9-NLS protein (MacroLabs, UC Berkeley; Lingeman et al., 2017) was injected at 1.5 ng per embryo. Fluorescent dextrans were co-injected to label the injected side of the embryo and animals were sorted left from right-injected at neurula stages.

### Fluorescence staining

Immunostaining was carried out according to Willsey et al. (2018b), with the omission of the bleaching step whenever phalloidin was included. Phalloidin was added during the secondary antibody incubation to visualize actin (1:50, Life Technologies A12380 or A22287). Mounting media with DAPI was used to visualize DNA (Vectashield, Fisher NC9524612). The following primary antibodies were used: DYRK1A (1:100, Abcam, ab69811), acetylated α-Tubulin (1:700, Sigma, T6793), β-Tubulin (1:100, DSHB, clone E7), PCNA (1:50, Life Technologies, clone PC10), polyglutamylated Tubulin (1:100, AdipoGen, GT335), phospho-histone H3 (1:100, Ser10, Sigma, 06-570) and cleaved caspase 3 (1:100, Asp175, Cell Signaling, 9661). Secondary fluorescence-conjugated antibodies were used at 1:250 (Life Technologies, A32723 and A32732).

### *dyrk1a* loss of function

Published and validated translation-blocking *dyrk1a* morpholino (5′ TGCATCGTCCTCTTTCAAGTCTCAT 3′) (Blackburn et al., 2019) was injected at 2 ng per embryo. sgRNA against *X. tropicalis dyrk1a* was designed using CRISPRscan (Moreno-Mateos et al., 2015) (target sequence: 5′-CGTTTAGGTTCTGCTGACGGCGG-3′, oligo sequence: 5′-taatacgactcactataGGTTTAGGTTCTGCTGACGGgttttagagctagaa-3′) and was synthesized *in vitro* (Engen) and purified (Zymo). Purified Cas9-NLS protein was acquired from MacroLab (UC Berkeley) (Lingeman, Jeans, and Corn, 2017). For genotyping, genomic DNA was isolated and the region around the protospacer adjacent motif (PAM) site was amplified by PCR using primers (F: 5′-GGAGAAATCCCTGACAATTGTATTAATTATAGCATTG-3′ and R: 5′-GTTCTTGACCGGTACTGACAAAATGAG-3′) and Sanger sequenced. Mutational efficiency was estimated by sequence deconvolution by tracking of INDELs (TIDE) (Brinkman et al., 2014; DeLay et al., 2018).

### Drug treatment

DYRK1A inhibitor harmine (Sigma Aldrich, 286044) (Göckler et al., 2009; Bain et al., 2007) was reconstituted in dimethylsulfoxide (DMSO) as a 1 mM stock solution. Animals were treated with 1.25 µM of harmine in 1/9 modified ringers or an equal volume of DMSO in 1/9 modified ringers at stage 30, unless otherwise indicated. The embryos were raised until fixation at stage 46 for immunofluorescence staining. Culture liquid was not refreshed during treatment for either condition. Dead animals were removed as soon as they were observed.

### Microscopy

RNA *in situ* hybridization embryos were visualized on a Zeiss AxioZoom.V16 with a 1× objective and a Zeiss 105 color camera with extended depth of focus. Localization and cilia images were acquired on a Leica SP8 laser scanning confocal with a 63× objective. Tadpole nervous system images were acquired by Zeiss AxioZoom.V16 with a 1× objective with a Zeiss 506 monochrome camera and apotome. Whole-mount images are maximum intensity projections of optical sections. We have previously shown that our antibody staining protocol penetrates the brain and that this imaging strategy is sufficient to detect the same gross size changes as physical transverse sections (Willsey et al., 2018b).

### Image analyses and statistical analyses

Images were processed in FIJI (NIH) and compiled in Illustrator (Adobe). Differences in area were measured in FIJI using the free-hand selection function followed by the measure function. Cells with positive antibody staining were marked and counted manually in FIJI. Differences in mean area or cell number were tested for statistical significance by non-parametric Mann–Whitney rank sum test (GraphPad Prism 8).

### RNA extraction, library preparation and sequencing

Individual brains from control and bilaterally injected *dyrk1a* CRISPR tadpoles were dissected at stage 46 and immediately put in 200 µl of cold Trizol (Thermo Fisher), pipetted with a 30 gauge needle to dissociate and frozen at −80°C. Carcasses were genotyped to determine mutational efficiency, and the nine most mutagenized brains were selected and pooled into three independent replicates (three brains per replicate). Nine uninjected brains were pooled into three independent replicates (three brains per replicate). RNA extraction, polyA selection and low-input library preparation (500 bp size selection) were performed by the Functional Genomics Laboratory (UC Berkeley). Samples were processed together, barcoded and spread across a sequencing lane to reduce batch effects. Unstranded, 150 paired end sequencing was performed on an Illumina HiSeq 4000 by the Genomics Sequencing Laboratory (UC Berkeley).

### Transcriptome analysis

RNA-seq reads were aligned to the XenBase *X. tropicalis* v9.1 reference genome using STAR v2.7.3 (Dobin et al., 2013) in gene annotation mode with default parameters. Read counts were converted into counts per million (cpm) and genes with more than 1 cpm in at least three samples were retained for differential gene expression (DEX) analysis. Filtered genes were tested for differential expression using DESeq2 v1.24.0 (Love, Huber, and Anders, 2014) with the shrinkage estimator apeglm (Zhu, Ibrahim, and Love, 2019). *P*-values were corrected for multiple testing using the Benjamini and Hochberg FDR correction. Significantly DEX genes are genes that pass a 0.05 significant threshold. Gene Ontology (GO) enrichment analysis of all annotated DEX genes (*n*=221) was performed using the online classification tool PANTHER (Mi et al., 2010) against the available *Xenopus* database using all expressed genes as a background (*n*=15,079).

Because DYRK1A has been shown to phosphorylate splicing factors (de Graaf et al., 2006; Shi et al., 2008), we also analyzed the data to identify differentially expressed exons. DEXseq (Anders, Reyes, and Huber, 2012) with default parameters was used to quantify exon-level counts and subsequently identify differential exon usage between wild-type and *dyrk1a* knockdown samples. Genes with total exon-level counts below 5 were removed before differential exon usage (DEU) analysis. *P*-values per exon were corrected for multiple testing using the Benjamini and Hochberg FDR correction. 

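The bin with the smallest p of a gene with its own symbol was bin 1 of *eif4g2*, a translation initiation factor gene. It took 0.383% ± 0.0414 of the gene's bin counts in *dyrk1a* CRISPR brains and 0.220% ± 0.0385 in control brains (SD, n = 3 each; two-sided exact permutation test, p = 0.1). Bin 15 of *eif4a2*, another initiation factor gene, took 2.00% ± 0.424 against 1.06% ± 0.178. Bin 1 of *phc1*, a Polycomb gene, took 5.54% ± 0.586 against 3.15% ± 0.252, and bin 9 of the cohesin gene *smc3* took 1.09% ± 0.230 against 2.31% ± 0.738. Bin 14 of the histone demethylase gene *kdm4b* held 12, 13 and 31 counts in CRISPR libraries and 4, 8 and 5 in control libraries. Bin 7 of *adgrv1* held 3, 7 and 6 counts in CRISPR libraries and 0 in each control library.
The test covered 214537 exon bins in 19713 gene models with at least 5 counts in total. A bin's share of its gene was tested with edgeR's diffSpliceDGE, which called 0 bins in 0 genes at an adjusted p under 0.05. Only 2299 bins were under an unadjusted p of 0.05, a smaller share of the tested bins than chance gives. The p-values of this test were thus conservative here, and its 0 calls say little about whether exon usage differs. The DEXSeq model fitted through DESeq2 called 26 bins in 18 gene models, among them bin 1 of *eif4g2* (adjusted p = 0.000389) and bin 15 of *eif4a2* (adjusted p = 0.0202). DEXSeq itself, which sets its dispersion trend by the mean of the bin alone, was not run. Limma's diffSplice after voom called 1 bin, bin 13 of *parpbp*, a gene chosen after its values were seen. On simulated counts for 209674 bins, edgeR recovered 20 of 100 bins changed by a log2 fold of 1 and 85 of 100 changed by 2. The changed bins were drawn only from well-covered bins of genes with several bins. Recovery of bins with few counts was therefore not measured. Simulated bins varied independently, also within a gene, so these numbers need not hold for real bins.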

There were 97 identified DEU sites within 82 genes which passed a 0.05 significance threshold (Table S3).

## Supplementary Material

10.1242/develop.189290_sup1 Supplementary information

# Supplementary material for: The neurodevelopmental disorder risk gene DYRK1A is required for ciliogenesis and control of brain size in Xenopus embryos
**Source:** Development. 2020 Jun 22;147(21):dev189290. doi: 10.1242/dev.189290
**Supplement:** Supplementary information

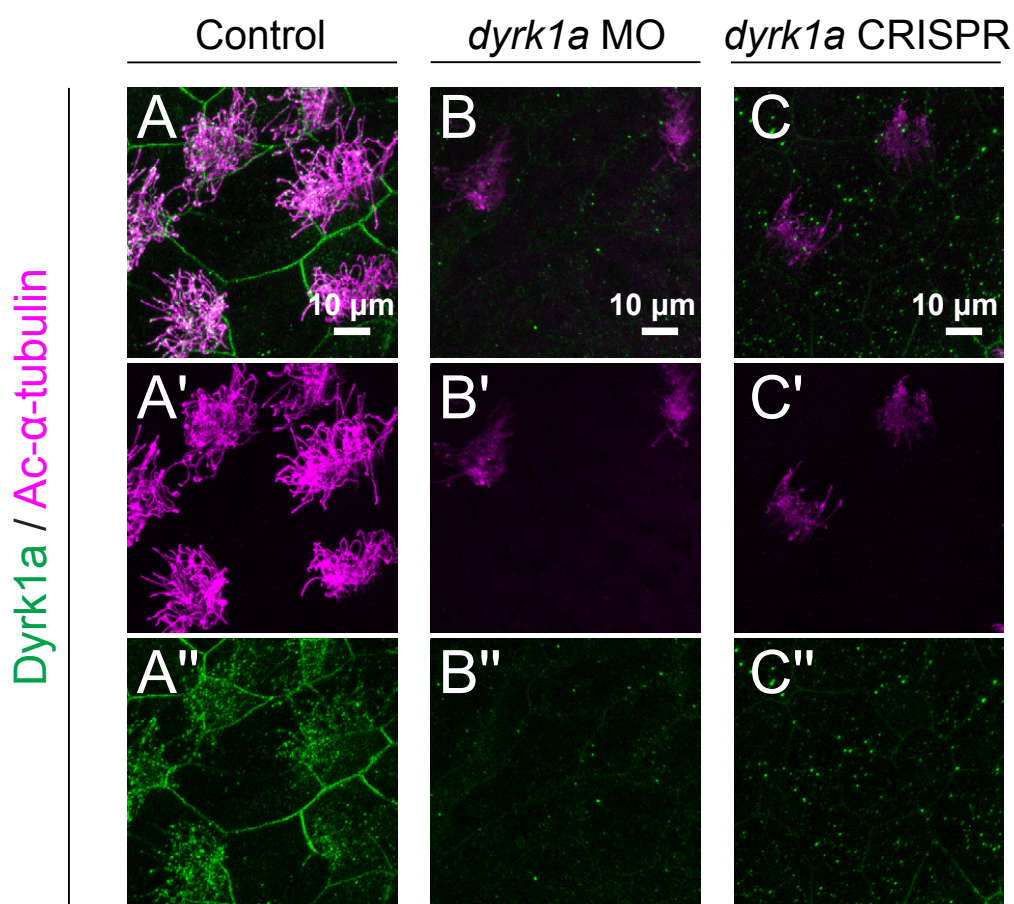

Figure S1: Dyrk1a antibody staining is reduced upon *dyrk1a* perturbation.

(A-C): Acetylated α -Tubulin antibody staining (magenta) and Dyrk1a antibody staining (green) of stage 35 *X. tropicalis* embryonic epidermis. (A) Control injection shows Dyrk1a antibody staining along ciliary axonemes. *dyrk1a* morpholino (MO) (B) or *dyrk1a* CRISPR/Cas9 (C) injection reduces Dyrk1a antibody staining.

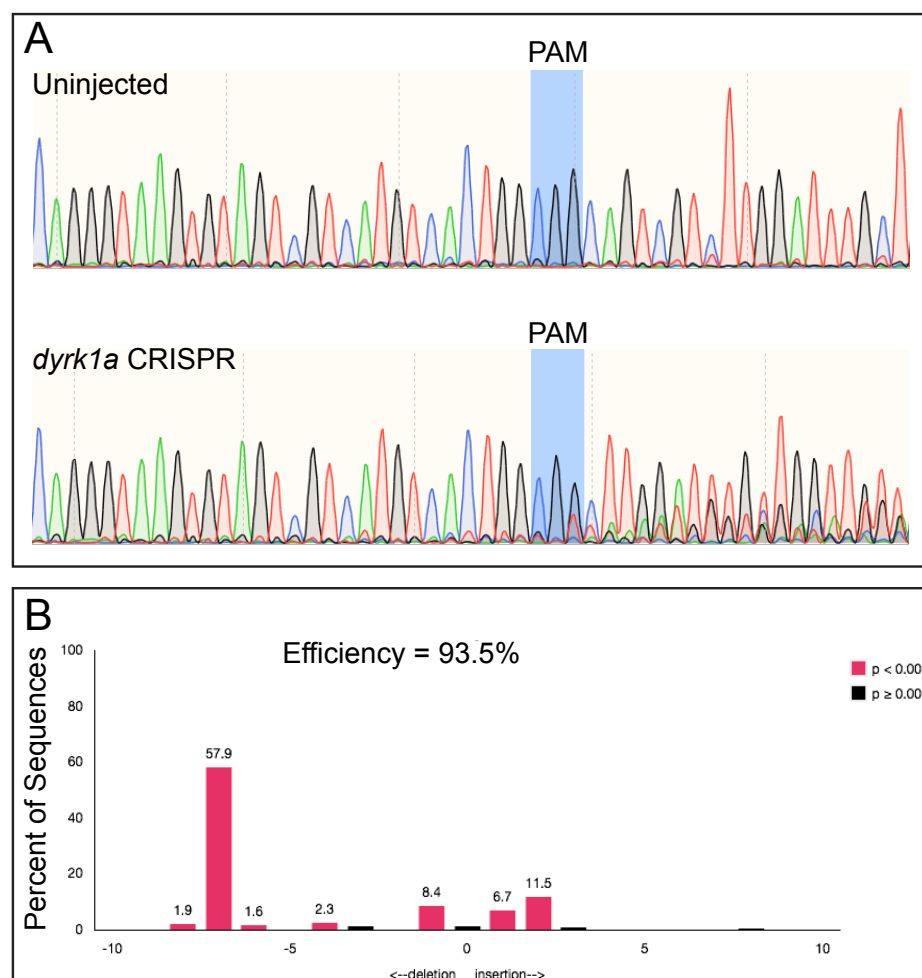

Figure S2: *dyrk1a* CRISPR genotyping.

(A) Examples of Sanger sequencing traces from PCR products amplifying the region surrounding the protospacer adjacent motif (PAM) within the *dyrk1a* coding sequence for uninjected control and *dyrk1a* CRISPR/Cas9 bilaterally injected embryos. Note the drop-off in sequence quality following the PAM, indicating insertions and/or deletions. (B) Example of tracking of INDELs (TIDE) analysis from the injected animal in (A), where Sanger sequencing traces are deconvolved to determine frequency and position of induced variants. For this sample, mutational efficiency is 93.5%, and the frequency and position of insertion and deletion frequency are shown as a histogram. For this sample, the most common sequence was a -7 base pair deletion (57.9% of sequences).

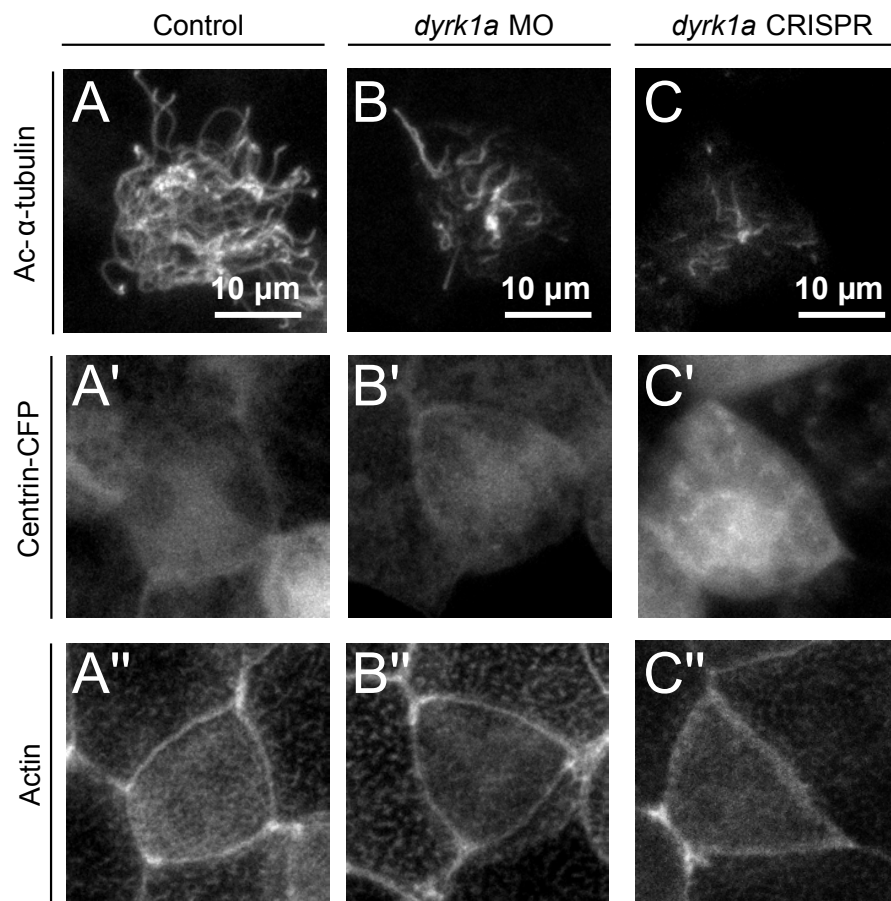

Figure S3: *dyrk1a* is required for ciliogenesis.

(A-C) Separated channels in grayscale from stage 35 *X. tropicalis* embryonic epidermis from Fig. 2. Injection of *dyrk1a* morpholino (MO) (B) or CRISPR/Cas9 reagents (C) causes defects in ciliogenesis compared to the injected control (A).

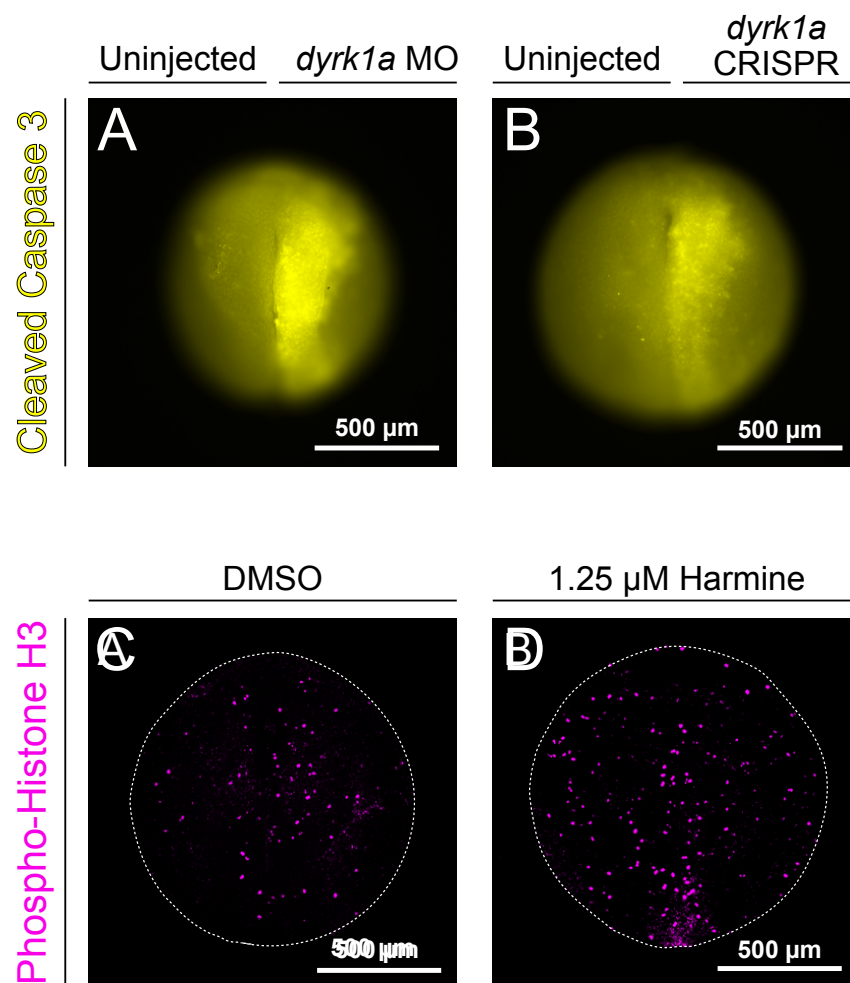

Figure S4: Loss of *dyrk1a* increases cleaved caspase 3 and phospho-histone H3 staining. (A-B) Representative images of cleaved caspase 3 (yellow) staining of *X. tropicalis* neurula stage embryos injected only on the right side with *dyrk1a* morpholino (MO) (A) or *dyrk1a* CRISPR/Cas9 reagents (B). (C-D) Representative images of phospho-histone H3 (magenta) staining of *X. tropicalis* neurula stage embryos treated with DMSO (C) or 10 μ M Harmine (D) beginning at blastula stages. Outlines of the embryos are shown in white dashed lines (C-D). All images are dorsal view with the anterior oriented to the top, and maximum intensity projections of optical sections. All conditions have a sample size greater than 20.

Table S1: Differentially expressed genes following *dyrk1a* CRISPR injection.

Xenopus tropicalis gene symbol, log2 fold change, adjusted p-value (padj), and additional information for 294 genes differentially expressed in stage 46 brains following *dyrk1a* CRISPR injection.

[Click here to Download Table S1](#)

Table S2: Enriched gene ontology terms from differentially expressed genes following *dyrk1a* CRISPR injection.

Enriched gene ontology terms, fold enrichment, false discovery rate, and differentially expressed (DEX) genes comprising each category for the 221 annotated genes DEX following *dyrk1a* CRISPR injection.

[Click here to Download Table S2](#)

Table S3: Differential exon usage following *dyrk1a* CRISPR injection.

Xenopus tropicalis gene symbol, transcript name, exon number, log2 fold change, adjusted p-value (padj), and additional information for the 97 sites of differential exon usage following *dyrk1a* CRISPR injection.

[Click here to Download Table S3](#)

How the deposited data were processed for this re-analysis (not part of the article)

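RNA was measured in 3 *dyrk1a* CRISPR and 3 uninjected control libraries of stage 46 *Xenopus tropicalis* brains, each from 3 pooled brains. The replicate numbers 1 to 3 come from the sample labels. The pools are separate animals, so p-values measure the spread between pools. The authors aligned the reads with STAR v2.7.3 to the XenBase genome v9.1 and deposited raw counts per gene, not normalized, for 34229 gene models. The authors also deposited log2 values per gene, which are log2(cpm + 1) of the same counts, as a check to within 1e-08 showed, on 15079 lines for the genes with more than 1 cpm in at least 3 libraries. The authors deposited raw counts per exon bin on 267751 lines, of which 5 are special counters that name no gene. The libraries were unstranded. By the methods of the paper the exon counts were made with DEXSeq at default parameters, and its version and the strand setting of the counting are not given in the sources used here. The special counters stayed out of library sizes and tests. Counts in no exon came to between 5.02% and 5.62% of each library and ambiguous counts to between 0.463% and 0.526%, in percent of all exon-level counts, and the other special counters held 0.

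Genes were tested on the raw counts with R 4.3.3 and edgeR 4.0.16 (TMM factors, quasi-likelihood F test, Benjamini-Hochberg adjustment), with the filter of the paper and no covariate. Of the 34229 gene models 23902 had at least 1 count and 15076 were tested, 12509 of them with a gene symbol. An adjusted p under 0.05 was the threshold. The common biological coefficient of variation was 17.6%. Log2 fold changes are CRISPR minus control, and cpm values use TMM-scaled library sizes. The 5 genes with the highest cpm in a group held 2.60% to 3.21% of the counts of a library. Exon usage was tested with diffSpliceDGE of edgeR on 214537 bins of gene models with at least 5 counts, of which 7173 lie in merged models of overlapping genes. A share is the count of a bin in percent of all bin counts of its gene model. Exon bins sum to between 20015023 and 69480534 counts per library, since a read can count in several bins. Reads of overlapping genes on opposite strands carry no mark of their strand in these libraries, and whether *dyrk1a* and *dyrk1a.2* share reads was not tested, since no sequence was used.

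Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 37 lists. These were the Fig. 3D genes and the Fig. 3B labels, DNA replication, G1 and S phase entry, G2 and M phase, spindle with kinetochore and cytokinesis, tubulins with microtubule-binding proteins, motile cilia, ciliary assembly, immediate early genes, neural progenitors, proneural and Notch genes, synaptic neuron genes, oligodendrocytes and myelin, choroid plexus and roof plate, meninges and mesenchyme, endothelium, erythrocytes, microglia and immune cells, skeletal muscle, Hox genes, telencephalon, midbrain and hindbrain, eye and lens, epidermis, cartilage and notochord, pigment cells, p53 and apoptosis, DNA damage repair, the DYRK family, Dyrk1a substrates, splicing factors, stress and RNA quality, interferon and innate immunity, ribosomal proteins, cholesterol and lipid genes, and the circadian clock. Apart from the Fig. 3B and Fig. 3D genes, which were taken from the figures of the paper, the lists come from background knowledge. The sample grouping, main tests, filters, gene lists, first set of alternatives and the rule for named genes were fixed before the data were examined. The enrichment test by Fisher's exact test and the tests that the text gives as chosen after the result was seen were added later. By that rule the text names *dyrk1a*, the genes the paper names for this experiment (whose values in Fig. 3 had been seen), the 8 largest changes per direction past the threshold, up to 4 members of each list with the smallest p, the 6 exon bins with the smallest p in genes with a symbol, and the 5 genes of highest cpm per group.

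Alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, limma-voom, no filter, filterByExpr, the replicate number as a block, the deposited log2 values with limma, an estimated correlation in camera, fry, other exon usage models, and leaving out each library. On simulated counts for the 15076 genes of this comparison, edgeR recovered 65 of 100 genes changed by a log2 fold of 1 and 95 of 100 changed by 2, with 10 false calls. DESeq2 recovered 68 and 97, with 34 false calls. On simulated exon bins edgeR made 40 false calls and the DEXSeq model 17, of which 5 and 3 lay in genes with no simulated change. A simulated shift of 0.5 in a list of 39 genes gave a median of 0.43 and a camera adjusted p of 1.10e-16, and 1 of 34 lists that share no gene with it also passed. All simulated counts vary independently from gene to gene, and from bin to bin within a gene, and carry no structure of the samples. The recovered and false numbers thus need not hold for the real libraries. There edgeR called 1 gene, and a split of the libraries across the groups passed up to 14 lists by camera. Figures were drawn with matplotlib 3.10.9. Some results are not reported here. The gene ontology analysis, base-level coverage and Tables S1 to S3 were not used here.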

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

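Leaving out control replicate 2 for muscle, the lists matched on exon bins, the Hox groups 4 and 5, and the splits for DESeq2 were tests chosen only after the result was seen. A signal in genes that the paper does not discuss brought in the gene groups of this part other than those of the cell cycle, each past camera's threshold with a preset correlation, and 0 of them past it with an estimated one.

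Genes of the cell cycle had a median log2 fold change of 0.46 over the 148 genes of the DNA replication, G2 and M phase, and spindle lists, in order adjusted p = 0.262, 0.108 and 0.0989 with an estimated correlation. The shallow control replicate 3 does not account for this: without it the median was 0.49, or 106% of the value over 6 libraries. Unequal recovery of genes with few exon bins was not put to a test by this list, whose genes had a median of 17 bins against 10 for all tested genes, so that its place at percentile 100 of 10000 random lists matched on bins and expression excludes nothing. A larger share of neural progenitor cells stays open: the 30 progenitor genes, 0 of them in a cell cycle list, had a median of 0.29 (95% bootstrap interval over genes 0.16 to 0.45), against a bound of 0.23. This is in line with more progenitors as a hypothesis, and a change within dividing cells, the biological alternative in the design, was not tested apart from it.

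Skeletal muscle genes had a median of -0.55 over 27 genes (camera adjusted p = 2.84e-06 and adjusted p = 0.224 with an estimated correlation), and one of -0.22 over the 22 that the study had not picked in Fig. 3B, 4 of them lower when adjusted over the list alone. *ckm*, creatine kinase of muscle, was at 49.7 ± 38.0 cpm (SD, n = 3) in control brains and 6.93 ± 3.03 cpm (SD, n = 3) in CRISPR brains, but control replicates 1, 2 and 3 lay at 22.5, 93.1 and 33.5 cpm, and its log2 fold change of -2.83 was -1.99 without control replicate 2. The second control library alone does not account for the lower medians: without it they were -0.42 over the list, or 76.8% of its size, and -0.30 over the 21 genes not picked that were then tested (95% bootstrap interval over genes -0.58 to -0.06). Muscle carried along in dissection may lie behind it, but the median pairwise correlation of these genes after removing the group means, 0.155, fell between the bounds set for and against, so it cannot be told apart from a change in muscle of the animals.

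Hox genes had a median of -0.18 over 15 genes, 1 of them picked by the study (camera adjusted p = 0.00931 and adjusted p = 0.427 with an estimated correlation); the camera call ended without control replicate 1 (0.168) or 2 (0.19, median -0.04), and the median was -0.34 without CRISPR replicate 2. Only 1 tested gene, *hoxc6*, belongs to groups 6 to 13, so less spinal cord in the dissected tissue cannot be tested as a set. The 6 genes of groups 4 and 5, which mark caudal hindbrain and anterior spinal cord, had a median of -0.76 against 0.08 for the 8 genes of groups 1 to 3 (one-sided exact permutation test over genes, p = 0.00333; genes are not independent). This is consistent with less caudal tissue in the CRISPR dissections, a hypothesis found and tested on the same libraries, and a change of Hox expression itself was not tested.

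Ribosomal protein genes had a median of 0.34 over 70 genes, at percentile 100 of lists matched on exon bins and expression (camera adjusted p = 6.90e-10 and adjusted p = 0.545 with an estimated correlation), and the median was 0.19 without CRISPR replicate 3, 0.16 without control replicate 2 and 0.62 without control replicate 1. The list did not separate the groups. Its mean centred log2 level was 0.101, 0.0154 and 0.443 in CRISPR replicates 1, 2 and 3. In control replicates 1, 2 and 3 it was 0.283, -0.556 and -0.286. The levels were highest in CRISPR replicates 1 and 3 and control replicate 1. The estimated correlation of its genes was 0.935, so the percentile among matched lists does not speak for a difference between the groups. Microglia and immune genes had a median of 0.80 over 14 genes (camera adjusted p = 2.32e-06 and adjusted p = 0.185 with an estimated correlation). Neural progenitor genes passed with a camera adjusted p of 2.84e-06, and adjusted p = 0.0989 with an estimated correlation. Meninges and mesenchyme genes had a median of 0.50 over 30 genes (camera adjusted p = 1.15e-05 and adjusted p = 0.224 with an estimated correlation). Synaptic neuron genes had a median of -0.19 over 54 genes (camera adjusted p = 1.89e-05 and adjusted p = 0.169 with an estimated correlation). Proneural and Notch genes had a median of 0.29 over 28 genes (camera adjusted p = 0.000116 and adjusted p = 0.224 with an estimated correlation), and 0.19 without CRISPR replicate 2 or 3. Immediate early genes had a median of -0.28 over 26 genes (camera adjusted p = 0.000156 and adjusted p = 0.305 with an estimated correlation). Circadian clock genes had a median of -0.22 over 19 genes (camera adjusted p = 0.000821 and adjusted p = 0.262 with an estimated correlation), and -0.12 without control replicate 2. Motile cilia genes had a median of 0.11 over 46 genes (camera adjusted p = 0.0129 and adjusted p = 0.293 with an estimated correlation), a call that ended without CRISPR replicate 1 (0.164) or control replicate 3 (0.0736), with a median of 0.24 without control replicate 2 and 0.07 without CRISPR replicate 3. Oligodendrocyte and myelin genes had a median of -0.15 over 20 genes (camera adjusted p = 0.0189 and adjusted p = 0.293 with an estimated correlation), a call that ended without CRISPR replicate 2 (0.0737) or control replicate 2 (0.0749, median -0.01). Choroid plexus and roof plate genes had a median of 0.29 over 17 genes (camera adjusted p = 0.0486 and adjusted p = 0.429 with an estimated correlation), a call that ended without CRISPR replicate 1 (0.454, median 0.09), control replicate 1 (0.0948) or control replicate 3 (0.0996), with upper-quartile factors (0.0529) and with filterByExpr (0.0509).

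The 6 libraries allow 10 splits of 3 against 3, which cannot give a share under 0.05. With edgeR the real split called 1 gene and the highest other 0, so 1 of 10 splits gave a result as large. For lists past camera the real split gave 19 and the highest other 14 (1 of 10), for exon bins 0 and 7 (10 of 10), and for genes called by DESeq2 295 and 522 (2 of 10). The 522 genes separate CRISPR replicates 1 and 3 with control replicate 1 from CRISPR replicate 2 with control replicates 2 and 3, and that split also gave the 7 exon bins. It points to a structure of the samples that does not follow the groups.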

How the results depend on the processing

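The edgeR likelihood ratio test, the threshold of 0.1, the DESeq2 fits without a library and the DEXSeq model with the mean of the bin itself were chosen only after the result was seen. Genes higher and lower were 0 and 1 with edgeR, 173 and 122 with DESeq2, 120 and 60 with no filter, 179 and 109 with the likelihood ratio test, 29 and 21 at an adjusted p under 0.1, and 0 to 5 and 0 to 3 when 1 library was left out. RLE, upper-quartile, filterByExpr, voom and the deposited log2 values each gave 0 and 1. With no filter the prior degrees of freedom of edgeR were 18.1, against 6.22. With 1 library left out, DESeq2 gave 110 higher without CRISPR replicate 1, 90 and 72 without CRISPR replicate 3, 364 without control replicate 1, 87 and 40 without control replicate 2, and 106 and 42 without control replicate 3. The replicate numbers share only a number: residual correlations of same-numbered libraries were -0.11, 0.20 and -0.04, and not every sample correlated best with its own number (0.31 for CRISPR replicate 3 and control replicate 1). The replicate block gave 2 genes higher and 1 lower. Of 155 named genes over 2146 comparisons, 2005 stayed on their side of the threshold, 137 moved past it, 4 fell short of it, each with a library left out, and 0 reversed. Of the 137, 70 came with DESeq2 and 56 with no filter. For genes and lists, a change of sign counted as reversed only where at least 1 fit passed the threshold. As edgeR called 1 gene, most genes that stayed passed in neither fit, so the 0 reversed genes say little. Of 37 lists over 592 comparisons, 537 stayed, 47 fell short, 8 moved past and 0 reversed. Camera passed 19 lists, 0 with an estimated correlation, and fry 9. With an estimated correlation camera rests on 4 residual degrees of freedom, so a lost call is not due to correlation alone. The neural progenitor list had an estimated correlation of -0.00874, under the preset 0.01, yet its camera adjusted p went from 2.84e-06 to 0.0989. With an estimated correlation, DNA replication (median 0.26), G1 and S phase entry (0.12), G2 and M phase (0.92) and spindle genes (0.72) fell short. With fry, which does not compare a list with other genes, DNA replication and G1 and S phase entry fell short and the tubulin list (0.019) passed. The G1 and S phase list also fell short with the deposited log2 values (0.14) and had medians of 0.10 to 0.17 without 1 library. Exon bins and gene models were 0 and 0 with edgeR, 26 and 18 with the DEXSeq model, 93 and 80 with the mean of the bin itself, and 1 and 1 with voom; Simes, RLE, the bin minimum, the block and leaving out a library gave 0. The forms of the DEXSeq model differ in the mean and variance used for the dispersion trend and filter and in the cutoff for outliers. They also differ in the number of iterations of the dispersion estimate. Which of these moved the counts was not tested, nor was the cause of the other differences. Scaling moved the median of all genes by at most 0.03. The share of the *dyrk1a* target exon was not run, since its bin was not located. Depth limits low genes most in control replicate 3, at 9603583 counts.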

Differences from the paper's values

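The edgeR likelihood ratio test and the DEXSeq model with the mean of the bin itself were tests chosen only after the result was seen. The paper reports 294 differentially expressed genes, 172 higher and 122 lower, against 1, 0 and 1 with edgeR here, at the paper's threshold of an adjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2, the tool of the paper's methods, gave 295, 173 and 122 and is within 1.5 times of all 3. Testing with no filter gave 180, 120 and 60 and is within 1.5 times of the higher genes alone. The others (RLE, upper-quartile, voom, filterByExpr, the block, the deposited log2 values and leaving out each library) differ for all 3 counts. The likelihood ratio test, chosen after seeing the values, gave 288, 179 and 109, and how many of the paper's called genes it drops was not counted, as Table S1 was not used here.

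The paper reports 97 exon bins with differential usage in 82 genes, against 0 and 0 with edgeR here. With edgeR fewer bins than chance gives were under an unadjusted p of 0.05, so its 0 calls say little about the paper's bins. No alternative set before the data were examined comes within 1.5 times: the DEXSeq model gave 26 and 18, voom 1 and 1, and the others 0. That model was fitted through DESeq2 and is not the fit of DEXSeq itself. It set the dispersion trend and the filter by the mean over the bin and the other bins of its gene. DEXSeq uses the mean of the bin itself, and it was not run here. The DEXSeq model with the mean of the bin itself, chosen after seeing the values, gave 93 bins in 80 gene models, and how many of the paper's called bins it drops was not counted, as Table S3 was not used here. On simulated bins that form made 270 false calls, 190 of them in genes with no simulated change. The simulated bins of a gene vary independently, so these numbers need not hold for real bins. That form recovered 48 of 100 well-covered simulated bins changed by a log2 fold of 1 and 96 of 100 changed by 2.

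For the 9 genes of Fig. 3D, the negative log10 of the adjusted p is given, with the paper's values read by eye. The limit of 1.5 times was applied to the adjusted p itself and not to its logarithm. For *cdk1* the paper gives about 7.2 and edgeR here 1.16, for *ccnb1.2* about 6.1 and 1.16, for *ccnb2* about 1.7 and 0.80, for *cdca8* about 3.2 and 0.993, for *ccna2* about 4.1 and 1.03, for *cdca7* about 5.6 and 1.16, for *aurkb* about 5.0 and 1.16, for *cdc45* about 1.3 and 0.721, and for *mcm4* about 3.7 and 1.03 (Fig. 3D, read by eye). DESeq2 is within 1.5 times of the paper's adjusted p for all 9, and the other alternatives set before the data were examined are so for 0 of them. The fold changes of the 9 genes lie within 1.5 times of those in Fig. 3D. By the paper's methods its DESeq2 analysis used the shrinkage estimator apeglm, while no fold change here was shrunk, so the 2 measures are not the same.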

Other observations

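Apart from Fisher's exact test, which is not given in this part, no test of these gene groups was chosen after the result was seen. Of 14 tested microglial genes, 6 were higher in *dyrk1a* CRISPR brains with edgeR when adjusted over the list alone, 4 without CRISPR replicate 1 or 2, and DESeq2 called 4 (camera adjusted p = 2.32e-06 and adjusted p = 0.185 with an estimated correlation). *csf1r*, the receptor that microglia need, was at 15.9 ± 0.622 cpm against 7.87 ± 1.49 cpm (SD, n = 3 each; adjusted p = 0.0931 from edgeR and 0.000171 from DESeq2), and *apoe*, a lipid carrier, was 3.16-fold higher. The study picked *cfd* and *apoe*. Of 30 meningeal genes 7 were higher over the list alone, and 2 without CRISPR replicate 1 or control replicate 1; the study picked 2 of the 30 (adjusted p = 0.224 with an estimated correlation). The collagen gene *col1a1* was 1.93-fold higher and the meningeal transcription factor genes *foxd1* and *foxc1* had log2 fold changes of 0.98 and 1.08. Of 16 epidermal genes, 6 were higher and 2 lower over the list alone (camera adjusted p = 0.0615), 2 and 1 without CRISPR replicate 1, 5 and 0 without CRISPR replicate 2, and 3 and 0 without control replicate 2. Their leading genes were the keratin *krt19* (0.91) and *cldn1* (0.87) and, lower, *krt12.5* (-1.01).

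Of 30 progenitor genes, 11 were higher over the list alone, among them *msi1* (0.39), *hes5.4* (0.94), *hes5.2* (0.49) and *hmgb2* (0.63), but 6 without CRISPR replicate 1, 7 without CRISPR replicate 2 or 3, and 0 without control replicate 2 or 3 (adjusted p = 0.0989 with an estimated correlation). Of 28 proneural and Notch genes, 6 were higher, including the Notch ligand *dlc*, *hes6.2* (0.80) and *myt1* (0.70), and 3 without control replicate 3 (adjusted p = 0.224 with an estimated correlation). Of 54 synaptic genes 11 were lower, including *gabra2* (-0.41) and *snap25* (-0.33), and 3, 4 and 1 without CRISPR replicates 1, 2 and 3 and 6, 1 and 1 without control replicates 1, 2 and 3 (adjusted p = 0.169 with an estimated correlation). Of 26 immediate early genes, 7 were lower over the list alone, *dusp5* (-0.79) and *klf2* (-0.85) beside *fos* and *npas4*; 5 remained by count without CRISPR replicate 3, control replicate 2 or control replicate 3 (adjusted p = 0.305 with an estimated correlation). Of 19 clock genes, 6 were lower, including *nr1d1* (-0.65), *bhlhe40* (-0.64), *ciart* (-0.50) and *nr1d2* (-0.43), but 4 without CRISPR replicate 1 or 3, 1 without control replicate 2 and 0 without control replicate 3 (adjusted p = 0.262 with an estimated correlation). Over all genes edgeR called 0 of the microglial, meningeal, progenitor, proneural, synaptic, immediate early and clock genes, while 7 of 14 microglial, 14 of 30 meningeal, 14 of 30 progenitor, 11 of 28 proneural, 20 of 54 synaptic (lower), 8 of 26 immediate early (lower) and 8 of 19 clock (lower) genes were under an unadjusted p of 0.05, and DESeq2 called 4, 4, 4, 5, 2, 5 and 4.

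Other lists did not pass camera with a preset correlation. Medians were 0.02 for ciliary assembly (54 genes, adjusted p = 0.986), -0.11 for endothelium (17, 0.573), 0.09 for erythrocytes (15, 0.606, camera direction down), 0.04 for telencephalon (29, 0.292), -0.01 for midbrain and hindbrain (29, 0.891, mean 0.05), 0.01 for eye and lens (18, 0.606, camera direction down), 0.11 for cartilage and notochord (15, 0.916) and -0.05 for pigment cells (11, 0.49). They were 0.09 for p53 and apoptosis (32, 0.768), 0.11 for DNA damage repair (40, 0.0615), 0.03 for the DYRK family (10, 0.916), 0.00 for Dyrk1a substrates (30, 0.984), 0.08 for splicing factors (66, 0.172), -0.09 for stress and RNA quality (25, 0.0615), -0.02 for interferon and innate immunity (15, 0.895, mean 0.06) and -0.06 for cholesterol and lipid genes (29, 0.227). Left-out libraries ended this for erythrocytes (adjusted p = 0.000684 without CRISPR replicate 1, median -0.35), eye and lens (0.000285 without CRISPR replicate 3, median -0.36), midbrain and hindbrain (0.0307 without CRISPR replicate 3), DNA damage repair (0.0302 without control replicate 2) and stress and RNA quality (0.0214 without CRISPR replicate 1, 0.0346 without CRISPR replicate 3 and 0.0398 without control replicate 2). Single members of these lists passed when adjusted over the list alone. Of the splicing factors 3 were higher, *hnrnpa2b1* (0.90), *snrpb* (0.54) and *hnrnph1* (0.50), with 4 higher and 1 lower without CRISPR replicate 2, 12 higher and 2 lower without control replicate 1, and 0 without control replicate 2 or 3. Of the stress genes 3 were lower, *hsp90aa1.2* (-1.01), *hsp90aa1.1* (-0.55) and *ddit3* (-0.45), but 0 without control replicate 3, and 1 was higher without control replicate 1. Of the repair genes *brip1* (2.06) and *rad54b* (1.38) were higher, but 1 gene without CRISPR replicate 1 or control replicate 1 and 0 with any other library left out. Of the lipid genes *apoe* and *apoc1* (1.14) were higher, and 1 gene with any library but control replicate 1 left out. The cartilage gene *col2a1* (1.23) was higher, but 0 without control replicate 1 or 2, and 1 gene was lower without CRISPR replicate 2. Of the Dyrk1a substrates *tubb2b* was higher, but 0 without CRISPR replicate 1 or 3 or control replicate 2 or 3, and 2 genes were lower without CRISPR replicate 2 and 3 without control replicate 1. Over all genes edgeR called 0 in these 6 lists; in the order given 15, 3, 8, 2, 1 and 4 were higher and 5, 4, 3, 5, 2 and 4 lower at an unadjusted p under 0.05, and DESeq2 called 3 higher, 2 lower, 1 higher, 2 higher, 1 higher and 1 higher.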
